# MicroRNA Profiling of Atrial Fibrillation in Canines: MiR-206 Modulates Intrinsic Cardiac Autonomic Nerve Remodeling by Regulating SOD1

**DOI:** 10.1371/journal.pone.0122674

**Published:** 2015-03-27

**Authors:** Yujiao Zhang, Shaohua Zheng, Yangyang Geng, Jiao Xue, Zhongsu Wang, Xinxing Xie, Jiangrong Wang, Shuyu Zhang, Yinglong Hou

## Abstract

**Background:**

A critical mechanism in atrial fibrillation (AF) is cardiac autonomic nerve remodeling (ANR). MicroRNAs (miRNAs) are small non-coding RNAs that regulate gene expression at the post-transcriptional level. Numerous miRNAs are involved in diseases of the nervous and cardiovascular systems.

**Objective:**

We aimed to assess the underlying role of miRNAs in regulating cardiac ANR in AF by right atrial tachypacing (A-TP) in canines.

**Methods and Results:**

Following 4-week A-TP, the superior left ganglionated plexuses (SLGPs), which are embedded in the fat pads of the left atrium, were subjected to miRNA expression profiling to screen preferentially expressed miRNAs. Sixteen miRNAs showed significantly differential expression between the control and A-TP groups, including miR-206, miR-203, miR-224 and miR-137. In particular, we focused on miR-206, which was elevated ~10-fold in A-TP dogs. Forced expression of miR-206 through lentiviral infection based on A-TP *in vivo* significantly shortened the atrial effective refractory period (AERP) (81 ± 7 *vs*. 98 ± 7 ms, *P* < 0.05). Immunohistochemical analysis showed that the regeneration of nerves increased more than 2-fold by miR-206 overexpression (*P* < 0.01). The expression of superoxide dismutase 1 (SOD1) was repressed by miR-206 overexpression by Western blot and luciferase assay, indicative of SOD1 as a direct target of miR-206. Overexpression of miR-206 increased reactive oxygen species (ROS) levels *in vitro* and *in vivo*, whereas miR-206 silencing attenuated irradiation- or A-TP-induced ROS. Knockdown of SOD1 effectively abolished ROS reduction caused by miR-206 silencing.

**Conclusions:**

Our results found the differential expression of miRNAs in response to ANR in AF and elucidated the important role of miR-206 by targeting SOD1. The study illustrated the novel molecular mechanism of ANR and indicated a potential therapeutic target for AF.

## Introduction

Atrial fibrillation (AF) is a highly prevalent disease associated with pronounced morbidity and mortality [1]. Accumulating evidence has demonstrated that cardiac autonomic nerve remodeling (ANR), characterized by nerve regeneration, as well as by uneven distribution of the sympathetic and vagus nerves, is involved in the pathogenesis of both acute and chronic AF [2, 3]. ANR and synergy with electricity and structural remodeling promotes one other to form a vicious cycle that induces AF [4, 5].

Cardiac nervous innervation involves both the extrinsic and intrinsic cardiac autonomic nervous systems (ANS). The former collectively includes the ganglia in the brain and along the spinal cord and their axons [6]. The latter consists of mainly of intrinsic cardiac ganglionated plexuses (GPs), which are usually embedded in the homologous fat pads (FPs) located on the epicardium of the atria of mammalian hearts, including the superior left GP (SLGP), the anterior right GP (ARGP), and the inferior right GP (IRGP) [7, 8]. The GPs are the distribution centers of nerves on the surface of the heart, and nerve regeneration in GPs is more intensive and obvious than in other places in the atrium [9]. Although atrial ANR in AF has been documented, ANR around the GPs and its biological mechanism on the molecular level have remained incompletely clarified.

MicroRNAs (miRNAs) are a class of endogenous non-coding small RNAs that maintain the balance of gene-regulating networks by binding to specific sites within the 3’UTR of target mRNAs to inhibit their expression. MiRNAs have been demonstrated to participate in many essential biological events and to be associated with the pathogenesis of various diseases, such as neurodegenerative diseases, tumors, muscle diseases, and cardiovascular diseases [10–13]. Additionally, it is reported that miRNAs may be involved in AF and the associated atrial remodeling process [14]. An abundance of evidence has indicated that the expression of miRNAs is distinctive in different parts of the central and peripheral nervous systems [15, 16]. Once a nerve is injured, the expression of miRNAs changes to adjust the corresponding target genes to promote nerve regeneration and repair [14].

Although the studies referenced above have provided promising evidence in support of the role of miRNAs in cardiac ANR, whether the expression of miRNAs is dysregulated during intrinsic cardiac ANS is unclear. In addition, the underlying molecular mechanisms of miRNAs on AF and the specific ANR in canine models remain unknown. We speculated that specific miRNAs were expressed in intrinsic cardiac ANS and affected cardiac ANR in AF via target downstream mRNAs. The present study was designed to clarify these questions.

## Materials and Methods

### 2.1 Canine Model of AF

This study conformed to Guidelines for the Care and Use of Laboratory Animals, published by the National Institutes of Health (NIH publication no. 85–23, revised 1996). The design and implementation of the study were approved by the Ethics Committee, Shandong University. Adult mongrel dogs (20 to 25 kg) of either sex were randomly divided into two groups: the control group (control, n = 6) and the atrial tachypacing group (A-TP, n = 6). The dogs were subjected to continuous A-TP at 400 bpm/min for 4 weeks in the A-TP group. The animals were intravenously anesthetized in a posterior lateral small saphenous vein with pentobarbital sodium (30 mg/kg) and were ventilated with room air by a positive pressure respirator. Permanent atrial pacemakers (AOO, made at Fudan University, Shanghai, China) were implanted in subcutaneous pockets and were attached to 4-electrode endocardial leads in the right atrial appendages via the jugular veins in the A-TP group. Surface electrocardiograms (ECGs) were recorded for AF by turning off the pacemaker every week. The tissue located < 0.5 cm around the LSFP was harvested after 4 weeks of A-TP.

### 2.2 MiRNA Expression Profiling

The total RNAs of the control and A-TP dogs were extracted from the left superior FP (LSFP) area using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). Here, the fat tissues in the FPs were excluded as much as possible in the RNA collecting processes, to avoid mixing the adipose RNA. Equal quantities of RNAs from 3 dogs were mixed to generate one sample for each group to construct a small RNA library. The miRNA library was then sequenced with Illumina HiSeq sequencing systems (Illumina, San Diego, CA, USA). To identify miRNAs in canine FPs, genome-wide comparison of the sequences was conducted with the canine referenced genome sequences and all of the canine miRNAs in the miRBase database, version 19.0 (http://www.mirbase.org) (Genergy, Shanghai, China). The DESeq software used negative binomial distribution and a shrinkage estimator for the distribution’s variance to detect differential expression of miRNAs from high-throughput sequencing assays [17, 18].

### 2.3 Quantification of miRNA Expression

RNA was reverse transcribed to cDNA using a specific Reverse Transcription Kit for miRNA (D350, Takara, Tokyo, Japan), and quantitative real-time polymerase chain reaction (qRT-PCR) were conducted with Power SYBR Green (DRR081A, Takara, Tokyo, Japan). The forward primers for the miRNA amplification were designed based on the mature miRNA sequences (Table 1), and the reverse primers were provided by the manufacturer of the kit. MiRNA levels were quantified using ViiA7 (Applied Biosystems, CA, USA) with the 2^-ΔΔct^ relative quantification method [19].

**Table 1:** The Sequences of Primers of miRNAs.

Gene Name	Primer sequences
U6	Forward Primer 5’-TGCGTTGACGGTTTGACC-3’
miR-206	Forward Primer 5’-ACACTCCAGCTGGGTGGAATGTAAGGAAGT-3’
miR-203	Forward Primer 5’-ACACTCCAGCTGGGGTGAAATGTTTAGGAC-3’
miR-137	Forward Primer 5’-ACACTCCAGCTGGGTTATTGCTTAAGAAT-3’
miR-224	Forward Primer 5’-ACACTCCAGCTGGGCAAGTCACTAGTG-3’

### 2.4 Primary Myocardial Cell Isolation and Culture

Primary canine myocardial cells from < 0.5 cm around the LSFPs were isolated from the control canine myocardium following the procedures described previously [20]. Canine myocardial cells were maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum and antibiotics (100 units/ml penicillin G and 100 units/ml streptomycin sulfate; Gibco, Grand Island, NY, USA).

### 2.5 Construction of Lentiviruses

The sequence of the mature miR-206 was 5’-UGGAAUGUAAGGAAGUGUGUGG-3’, and anti-miR-206 sequence was the exact antisense sequence of the mature miR-206. They were synthesized by TELEBIO Biotech (Shanghai, China). The recombinant fragment was separately inserted into an empty lentivirus, which was then co-transfected with three genomic plasmids (pRSV-Rev, pMDLg-pRRE, and pMD2G) in 293T cells. Lentivirus-mediated RNA interference (RNAi) targeting canine *SOD1* (*superoxide dismutase 1*, NCBI Reference Sequence: NM_001003035) was constructed by Genechem Biotech (Shanghai, China). The targeting region against *SOD1* is 5’-GACAATGAAGAAAGTACACAGACAG-3’. After 48 h of cultivation, the recombinant lentiviral vectors were prepared at a concentration of 1 × 10^9^ TU/ml for further experiments [21]. The lentiviruses containing scramble sequences and RNAi negative control (RNAi-NC) were separately constructed as miRNA control lentivirus (lenti-control) and RNAi-NC lentivirus (lenti-RNAi-NC).

### 2.6 Infection of Lentiviruses

*In vitro*, the cells were seeded (2 × 10^5^ cells/plate in 35 mm plate) in antibiotic-free medium 24 h prior to infection. Lentivirus of miR-206 overexpression (lenti-miR-206), miR-206 silencing (lenti-anti-miR-206) and SOD1 silencing (lenti-RNAi-SOD1) were used to infect cells for 48 h in different groups. Lentivirus was added with a multiplicity of infection (MOI) of 5 in cells. The lenti-control infected group and lenti-RNAi-NC infected group were used as controls.

For the *in vivo* studies, 30 mongrel dogs of either sex were randomly divided into 5 groups: 1) the lenti-control group: infection with control lentiviruses (n = 6), in which control lentiviruses were injected into LSFPs for 2 weeks without A-TP; 2) the lenti-miR-206 group: only infection with miR-206-overexpressed lentiviruses (n = 6), in which miR-206 lentiviruses were injected into LSFPs for 2 weeks without A-TP; 3) the lenti-anti-miR-206 group: only infection with miR-206 silencing lentiviruses (n = 6), in which anti-miR-206 lentiviruses were injected into LSFPs without A-TP; 4) the A-TP + lenti-miR-206 group: A-TP plus infection with miR-206-overexpressed lentiviruses (n = 6), in which miR-206 lentiviruses were injected into LSFPs after A-TP; 5) the A-TP + lenti-anti-miR-206 group: A-TP in combination with infection with anti-miR-206 lentiviruses (n = 6), in which anti-miR-206 lentiviruses were injected into LSFPs after A-TP. All of the dogs in each group underwent left thoracotomy at the fourth intercostal space, and the hearts were exposed. The left atrium was fixed, and 80 μl of lentiviruses (1 × 10^9^ TU/ml) were then directly injected into approximately 8 separate sites in the LSFP, which conveniently delivered the gene in a confluent, uniform area [21, 22]. Two weeks after infection, samples were collected for the quantification of miRNA and protein.

### 2.7 Detection of AERP and Inducibility of AF

The animals were intravenously anesthetized and exposed the hearts. The atrial effective refractory period (AERP) was measured in the posterior wall of left atrium with S1-S2 programmed electrical stimulation (PES): S2 at coupling intervals starting at 150 ms and progressively shortened in 10 ms decrements (S1:S2 = 8:1), 2 × diastolic threshold. The longest S1-S2 coupling interval that failed to result in a propagated atrial response was taken as the local AERP. AF was induced by PES with burst stimulation (cycle length 80 ms, lasting 2–3 minutes). Successful induction of AF was defined as a period of rapid irregular atrial rhythm lasting at least 30 seconds.

### 2.8 Immunohistochemical Analysis

Tissues were obtained from < 0.5 cm around the LSFPs in all of the animals. The nerve markers, including protein-gene-products 9.5 (PGP9.5), tyrosine hydroxylase (TH) and choline acetyltransferase (ChAT), were stained. The primary antibodies used were anti-PGP9.5 antibody (Abcam, Cambridge, UK; used at 1:30), anti-TH antibody (Pllabs, British Columbia, Canada; used at 1:500), and anti-ChAT antibody (Bioss, Beijing, China; used at 1:500). Each slide was examined under a microscope (Olympus, Tokyo, Japan) with a 20 × objective, and the 3 fields with the highest density of nerves were selected to calculate the mean nerve density. Nerve densities, which were expressed as the nerve area divided by the total area (μm^2^/mm^2^), were determined using a computer-assisted image analysis system (Image-Pro Plus 6.0, Media Cybernetics, Bethesda, MD USA).

### 2.9 Western Blot

The protein samples were extracted from the tissues located < 0.5 cm around LSFPs. Western blot was performed using primary antibodies against SOD1 (Abcam, Cambridge, UK) diluted to 1:250 and anti-GAPDH (Cell Signaling Technology, MA, USA) diluted to 1:1000. Western blot bands were quantified using Quantity One software (Bio-Rad, Hercules, CA, USA) by measuring the band intensity (area × OD) for each group. The final results are expressed as fold changes by normalizing the data to the control values [23].

### 2.10 Cell Transfection and Luciferase Assays

Luciferase vectors with wild-type (WT) SOD1 full-length 3’UTR (pGL3-SOD1-UTR-WT) or SOD1 full-length 3’UTR with a miR-206 binding site deletion (pGL3-SOD1-UTR-Del) were constructed by Shanghai Biobuy Biotech Co., Ltd. (Shanghai, China). The plasmids were confirmed by sequencing. Cells were transfected with the constructed vectors using Lipofectamine 2000 (Invitrogen, CA, USA). In each transfection, 50 ng of pRL-TK (Promega, Madison, WI, USA) was used to correct for the transfection efficiency. Luciferase activity was measured with the Dual-Luciferase Reporter Assay System (Promega). Promoter activity was expressed as the ratio of *Firefly* luciferase activity to *Renilla* luciferase activity.

### 2.11 ROS Generation Assay

The levels of reactive oxygen species (ROS) were determined using the ROS-sensitive dye 2’,7’-dichlorofluorescein diacetate (DCF-DA), which was converted by ROS into the highly fluorescent 2’,7’-DCF. Cells were incubated with DCF-DA (10 µM) for 30 min. The level of DCF fluorescence, which reflects the concentration of ROS, was measured. To induce ROS, the cells were irradiated 10 Gy of X-ray irradiation using a 6 MV X-ray linear accelerator (Clinac 2100EX; Varian Medical Systems, Inc., CA, USA) at a dose rate of 2 Gy/min; a 1.5-cm bolus was used as a compensator. After irradiation, the medium was immediately replaced with fresh DMEM medium. For the tissues, the level of DCF fluorescence was measured at 488 nm using a 96-well plate reader.

### 2.12 Statistical Analysis

The statistical analysis was performed using SPSS 17.0 software. Group data are expressed as means ± standard deviation (SD). The DESeq statistics were used to identify differentially expressed miRNAs between control and A-TP groups. The differences between two groups were analyzed using Student’s t-test, including quantification of miRNA and protein expression, luciferase assays, and part of fluorescence intensity. One-way analysis of variance was used when more than two groups were compared, including detection of AERP and immunohistochemical analysis. A result of *P* < 0.05 from a two-tailed test was interpreted to indicate a statistically significant difference.

## Results

### 3.1 MiRNAs Were Dysregulated in a Canine Model of AF

The tissues from the control and A-TP dogs were analyzed for differentially expressed miRNAs by miRNA sequencing. All of the readings were aligned with the canine miRNAs in miRBase. A total of 241 miRNAs, out of 289 miRNAs measured, were found to be expressed in the two groups, of which 16 miRNAs were significant differentially between the control and A-TP groups (*P* < 0.05). The results revealed 6 miRNAs that were significantly upregulated and 10 miRNAs that were downregulated in the A-TP group, and they were subjected to hierarchical clustering (Fig 1A). The significantly dysregulated miRNAs in AF tissues included miR-206, miR-224, miR-137, miR-203, and so on (Fig 1A and Table 2). qRT-PCR analysis showed that miR-206, miR-224, miR-137 and miR-203 were all significantly dysregulated in A-TP tissues (*P* < 0.01, Fig 1B–1E). According to our sequencing data and bioinformatics analysis, miR-206 was significantly upregulated in AF tissues by ~10-fold over the lenti-control group. To observe the follow-up functional significance of miR-206, we were interested to investigate the consequences of miR-206 dysregulation. The raw sequencing data were submitted to the NCBI, and they are accessible at http://www.ncbi.nlm.nih.gov/sra/?term=SRX612537.

**Fig 1:**
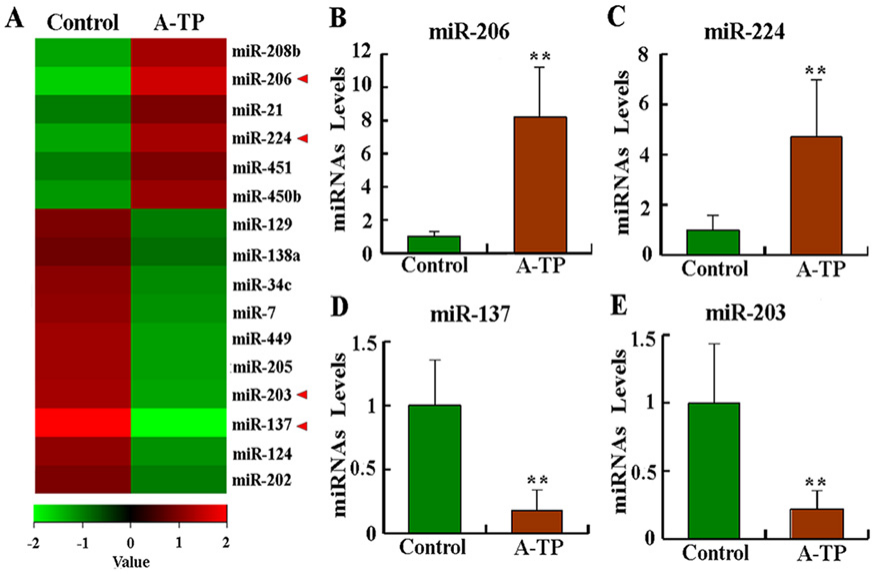
MiRNA expression profiling in the left superior FP (LSFP) subjected to atrial tachypacing (A-TP) in dogs. MiRNAs found to be significantly upregulated or downregulated in all tissues following A-TP compared with control samples were selected. (A) Heat map of miRNA profiles showing an increase or decrease in miRNA expression in the A-TP group. The coloring is standard; a red to green gradation in color represents higher to lower expression levels. The levels of miRNAs marked with red arrows were verified using quantitative assays. Detailed results of the levels of miRNAs in each layer of the hierarchical map are presented in Table 2. (B)- (E) Expression levels of selected miRNAs identified by expression profiling were independently determined using qRT-PCR. qRT-PCR data were normalized to U6. ** *P* < 0.01 compared with control samples.

**Table 2:** Quantification of miRNA expression in A-TP group *vs*. Control group.

Gene Name	Absolute Fold change	Regulation	*P* value
cfa-miR-206	9.53	up	0.007
cfa-miR-208b	6.135	up	0.005
cfa-miR-21	3.86	up	0.016
cfa-miR-224	5.95	up	0.042
cfa-miR-451	3.83	up	0.017
cfa-miR-450b	5.00	up	0.041
cfa-miR-129	3.69	down	0.028
cfa-miR-138a	3.25	down	0.021
cfa-miR-34c	4.55	down	0.006
cfa-miR-7	4.86	down	0.028
cfa-miR-449	5.40	down	0.047
cfa-miR-205	5.68	down	0.002
cfa-miR-203	5.91	down	0.0002
cfa-miR-137	16.2	down	0.033
cfa-miR-124	4.73	down	0.043
cfa-miR-202	3.72	down	0.028

#Cfa-miRNA indicates the level of miRNA in canine model. DESeq statistical test was used to screen differentially expressed genes (*P* < 0.05)

### 3.2 Forced Expression of miR-206 Promoted Atrial ANR and AF

A quantitative analysis of miR-206 levels was performed to test the efficacy of lentiviral infection after two weeks. 

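The mRNA of this tissue was also profiled on Affymetrix canine expression arrays, on which each transcript is read by a set of short oligonucleotide probes, called a probe set. The text of the paper does not describe the array experiment. The sample descriptions also speak of a library of small RNA, whereas the other labels and the probe sets are those of an mRNA array. Total RNA came from the left superior fat pads of dogs injected with the control lentivirus or with the miR-206-overexpressing lentivirus. The sample labels do not mention A-TP, and the pools were taken to be the groups without A-TP for that reason, although the paper also has a group with A-TP and lenti-miR-206. The paper gives a time of 2 weeks after infection for both groups, and the sample labels give it for the lenti-miR-206 group. RNA of 3 dogs was pooled for each group and each pool was hybridized to 1 array. Neither group has a replicate, so the spread between dogs is unknown, no test between the groups was made and no p-value is given. According to the submitters' processing notes the authors used RMA, a procedure that corrects the background, normalizes the arrays and summarizes the probes of each set as a log2 intensity. The resulting table holds 1628 probe sets and 19 control probe sets of the array. In every one of them the log2 values of the arrays differed by at least 1.00, so the table is a selection of probe sets with a difference of at least 2-fold and not the whole array. Genes outside this selection are not analysed here, and the counts of genes given for each group refer to genes within it. A single gene symbol was available for 1184 probe sets, several symbols for 22 and none for 441, controls included. In all 823 genes were named, and a gene with more than 1 probe set is represented by the probe set with the highest mean. Among the controls, 13 probe sets for bacterial transcripts added as spike-in controls had a median log2 difference (lenti-miR-206 minus lenti-control) of -1.08. The step at which they were added was not examined. They are therefore not shown to follow the extraction and labelling of the sample RNA. The 5 control probe sets for GAPDH had log2 differences between 1.16 and 1.43. The control probe sets passed the same 2-fold selection, so others with smaller differences would not be among them and the spread of those listed is too narrow.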

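Transcripts of heart muscle were higher and transcripts of fat cells were lower in the lenti-miR-206 pool than in the lenti-control pool. Of 30 genes of cardiomyocytes and the sarcomere, 21 were in the selection and all 21 were higher, with a median log2 difference of 1.67, or 3.19-fold. With the probe set of the highest mean, the largest difference was that of NPPB, which encodes the natriuretic peptide BNP, with 7.10-fold. CKMT2, the sarcomeric mitochondrial creatine kinase, followed with 4.93-fold, and TCAP, a protein of the sarcomere, with 4.33-fold. ANKRD1 and ACTC1, named after their values were seen, were 3.25-fold and 2.94-fold higher, but 5.37-fold and 5.32-fold with their other probe sets. Of 27 adipocyte genes, 15 were in the selection, 13 of them lower, and the median log2 difference was -1.57, or 2.98-fold lower. CIDEA and CIDEC, proteins of the lipid droplet, were 7.33-fold and 5.53-fold lower, and the fatty acid synthase FASN was 6.67-fold lower. The 2 adipocyte genes that were higher were UCP1, the uncoupling protein of brown fat, by 4.21-fold, and the coactivator PPARGC1A, which heart muscle also expresses, by 2.83-fold. The list of the mitochondrial respiratory chain has 30 genes. In the selection were 13 of them, and all 13 were higher, with a median log2 difference of 1.37. COX6A2, UQCRC2 and NDUFB5 were 3.98-fold, 3.33-fold and 2.98-fold higher. Further chain genes outside the list were in the selection, so the median describes the list only. NDUFA13, UQCRQ and NDUFV3, named after their values were seen, had log2 differences of 1.04, 1.04 and 1.45. From the list of 16 genes of smooth muscle and pericytes, 5 were in the selection and all 5 were higher as well. Among them were the potassium channel KCNJ8 with 3.68-fold, the smooth muscle myosin MYH11 with 3.26-fold and desmin (DES) with 2.96-fold. Heart muscle also expresses DES, which was 5.16-fold higher with its other probe set. MYL9 and MYLK, outside the list and named after their values were seen, were 3.11-fold and 3.89-fold higher. Over the whole selection 1223 probe sets were higher and 405 were lower. Among the genes whose higher value was at or above the median of all values, EIF2S3, CHGB, PTPN2 and CXCL14 had the lowest log2 differences, -5.35, -4.43, -3.87 and -3.42. GPR22, HPGDS, TESC and EDNRA had the highest, 3.43, 3.31, 3.21 and 3.11. The dimmer values behind these differences were 3.33, 3.84 and 3.98 for EIF2S3, CHGB and PTPN2 and 4.81, 4.44, 4.79 and 4.69 for the higher genes, near the lowest value of the table, 2.95, and are not shown to be above background, so the sizes and their order are uncertain. The controls give different references, and neither is shown to be an unchanged level. GAPDH is a gene of glycolysis. The glycolysis genes PFKM, TPI1, PGK1, PGAM2 and ENO3, named after their values were seen, were higher too. Whether GAPDH rose with the share of heart muscle was not tested, and its reference could then remove part of that difference. Taking the median of the GAPDH controls from every gene turns the 308 of 611 higher genes with the smallest differences lower, 2 of the cardiomyocyte and 6 of the respiratory chain genes among them, and taking that of the spike-in controls turns 35 of the 212 lower genes higher, 2 of the adipocyte genes among them. These turns refer to the probe set with the highest mean, and 49 of the 308 and 4 of the 35 genes have another probe set that keeps its direction. With the spike-in reference the adipocyte median was -0.50, and with the GAPDH reference the cardiomyocyte and respiratory chain medians were 0.37 and 0.064. The medians were also set against 10000 random lists of the same size, drawn from the 823 genes and matched on mean intensity, as a description of these arrays: the cardiomyocyte median was above and the adipocyte median below those of all 10000 lists, and the respiratory chain and smooth muscle medians lay at percentiles of 89.7 and 94.4.

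**Figure D1:**
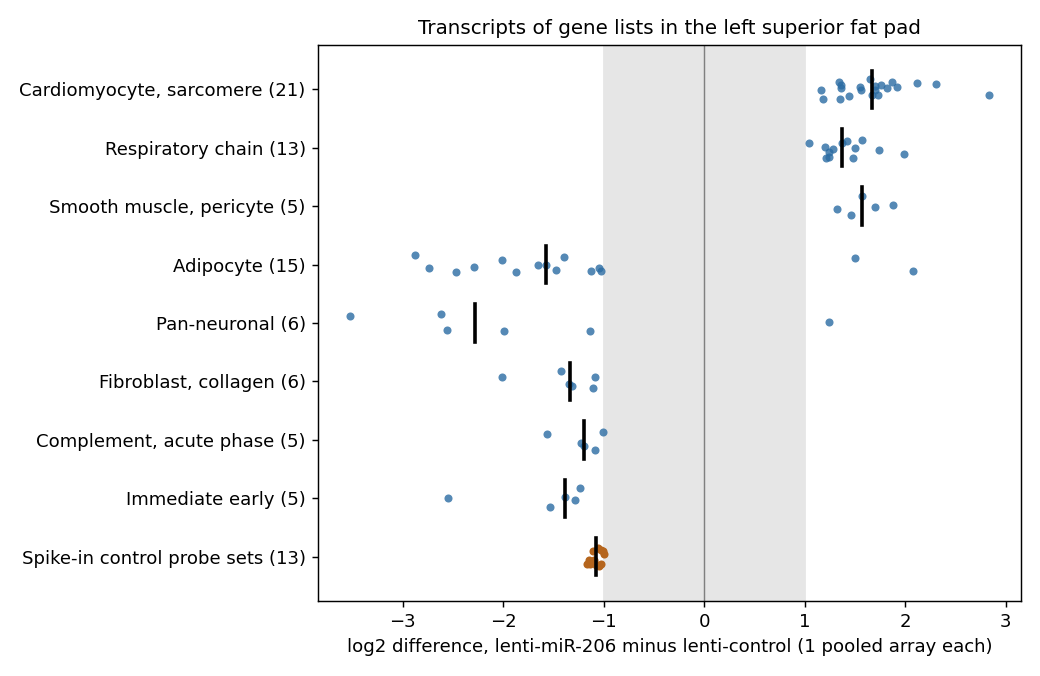
Log2 difference between the lenti-miR-206 and the lenti-control array (x axis) for the genes of 8 lists and for the spike-in control probe sets (y axis, with the number of genes or probe sets in brackets), where each point is a gene or a control probe set, black bars are medians, and the grey band between -1 and 1 is empty because the table holds only differences of at least 2-fold. Cardiomyocyte genes lie between 1.17 and 2.83 as deposited, 2 of them turning lower relative to GAPDH, and the lowest adipocyte gene lies at -2.87.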

Compared to the lenti-control group, the expression level of miR-206 was ~ 6-fold higher in the lenti-miR-206-infected dogs (*P* < 0.01), and it decreased to 20% in the lenti-anti-miR-206-infected group (*P* < 0.01, Fig 2A).

**Fig 2:**
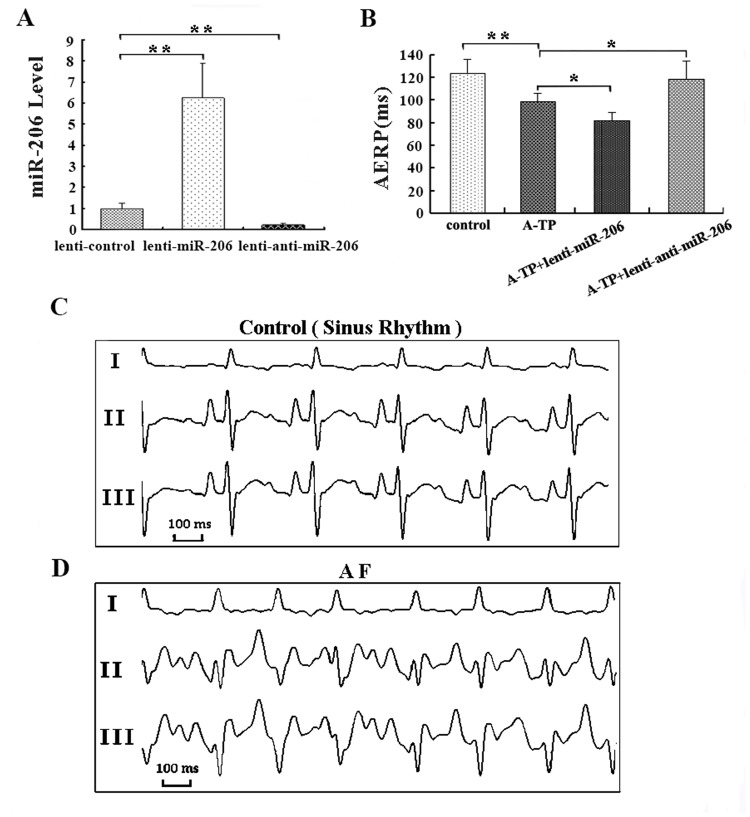
Characterization of atrial fibrillation (AF) and AERP in the canine model. AF was induced by A-TP for 4 weeks. During each week of A-TP, a surface electrocardiogram (ECG) was recorded to determine the presence of AF by turning off the pacemaker. The atrial effective refractory period (AERP) was measured with S1-S2 programmed electrical stimulation, with S2 at coupling intervals starting at 150 ms and progressively shortened by 10 ms decrements and with a 2 × diastolic threshold. The longest S1-S2 coupling interval that failed to result in a propagated atrial response was taken as the local AERP. (A) The level of miR-206 in the lenti-control, lenti-miR-206, and lenti-anti-miR-206 groups two weeks after infection. (B) The AERP in control, A-TP, A-TP plus lenti-miR-206 and A-TP plus lenti-anti-miR-206 groups obtained in posterior wall of left atrium. (C) ECG of the sinus rhythm obtained. (D) ECG of AF obtained. * *P* < 0.05 and ** *P* < 0.01.

#### 3.2.1 miR-206 Influenced AERP and AF Inducibility

After 4 weeks of A-TP, the AERP was obviously shorter in the A-TP group than in the control group (98 ± 7 vs. 123 ± 12 ms, *P* < 0.01, Fig 2B), and it was even shorter in the A-TP plus lenti-miR-206 group (81 ± 7 vs. 98 ± 7 ms, *P* < 0.05, Fig 2B). In contrast, dogs treated with A-TP plus lenti-anti-miR-206 showed a significantly longer AERP than that in the A-TP group (118 ± 16 vs. 98 ± 7 ms, *P* < 0.05, Fig 2B).

Sinus rhythm and AF ECGs were detected from all the dogs (Fig 2C and 2D). After 4 weeks, AF was induced in 3 of 6 animals in the A-TP group, while AF did not occur in the control group. Furthermore, AF inducibility was increased to 5 of 6 in the A-TP plus lenti-miR-206 group and decreased to 1 of 6 in the A-TP plus lenti-anti-miR-206 group.

#### 3.2.2 miR-206 Modulated ANR

The nerve markers PGP9.5 (a marker of nerve sprouting), TH (a marker of sympathetic nerves), and ChAT (a marker of parasympathetic nerves) were used in response to ANR. Typical examples of sympathetic and parasympathetic nerve regeneration using the corresponding markers are shown in Fig 3. Immunohistochemical staining showed that the densities of PGP9.5-, TH- and ChAT-positive nerves in the SLGPs were all significantly increased in A-TP dogs, compared to the lenti-control group (*P* < 0.01, Fig 3). When lenti-miR-206 was infected, the mean nerve densities of PGP9.5-, TH- and ChAT-positive nerves were all increased more than 2-fold, compared to the lenti-control dogs (*P* < 0.01, Fig 3). In the A-TP plus lenti-miR-206-infected dogs, the PGP9.5-, TH- and ChAT-positive nerves were significantly increased, compared to the A-TP group (*P* < 0.01, Fig 3). However, the opposite results were obtained in the A-TP in combination with lenti-anti-miR-206 group (*P* < 0.05, Fig 3). In addition, there were no obvious differences between sympathetic and parasympathetic nerves. Taken together, these results indicated A-TP and overexpression of miR-206 both induced the ANR in canine LSFPs.

**Fig 3:**
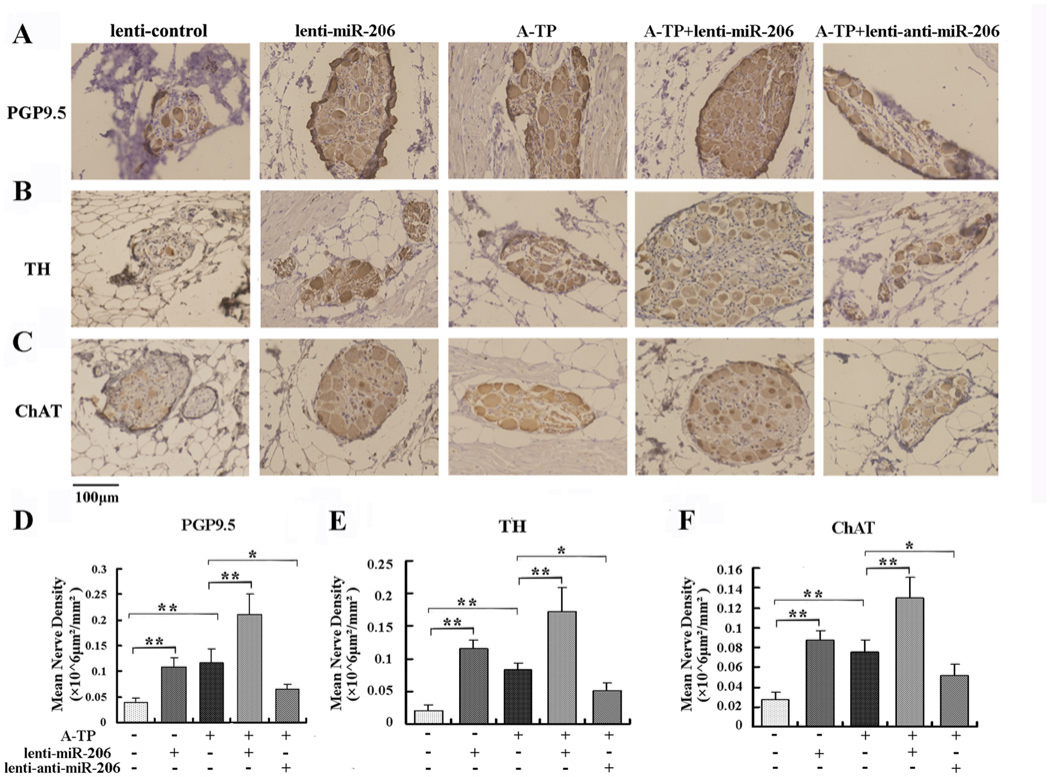
Measurement of nerve density by immunohistochemical analysis. (A) Immunohistochemical staining of PGP9.5-positive nerves in the SLGPs in the lenti-control, lenti-miR-206, A-TP, A-TP plus lenti-miR-206 and A-TP plus lenti-anti-miR-206 groups separately. (B) TH-positive nerves in five groups, as above. (C) ChAT-positive nerves in five groups, as above. (D) Histograms of mean PGP9.5-positive nerve density in the SLGPs. (E) Graphs of mean TH-positive nerve density. (F) Histograms of mean ChAT-positive nerve density. Magnification of the objective lens: 20 ×. Scale bar = 100 μm. * *P* < 0.05 and ** *P* < 0.01.

#### 3.2.3 SOD1 Was a Direct Target for miR-206

Bioinformatics algorithms (TargetScan and RNAhybrid) were used to explore the possible miRNA targets. One binding site for miR-206 was predicted in the proximal 3’UTR of SOD1 (Fig 4A and 4B), indicating that SOD1 might be a mimR-206 target gene. Two luciferase vectors were constructed: pGL3-SOD1-UTR-WT and pGL3-SOD1-UTR-Del (Fig 4C and 4D). As shown in Fig 4E, overexpression of miR-206 by lenti-miR-206 caused a substantial reduction of luciferase activity in pGL3-SOD1-UTR-WT-transfected cells (*P* < 0.01), suggesting that miR-206 could negatively regulate SOD1. This decrease was prevented by the deletion of the predicted miR-206 binding site in the SOD1 3’UTR, indicating that the SOD1 proximal 3’UTR contained one miR-206 binding site (Fig 4E). Therefore, these data confirmed that SOD1 was the target gene of miR-206 in canines.

**Fig 4:**
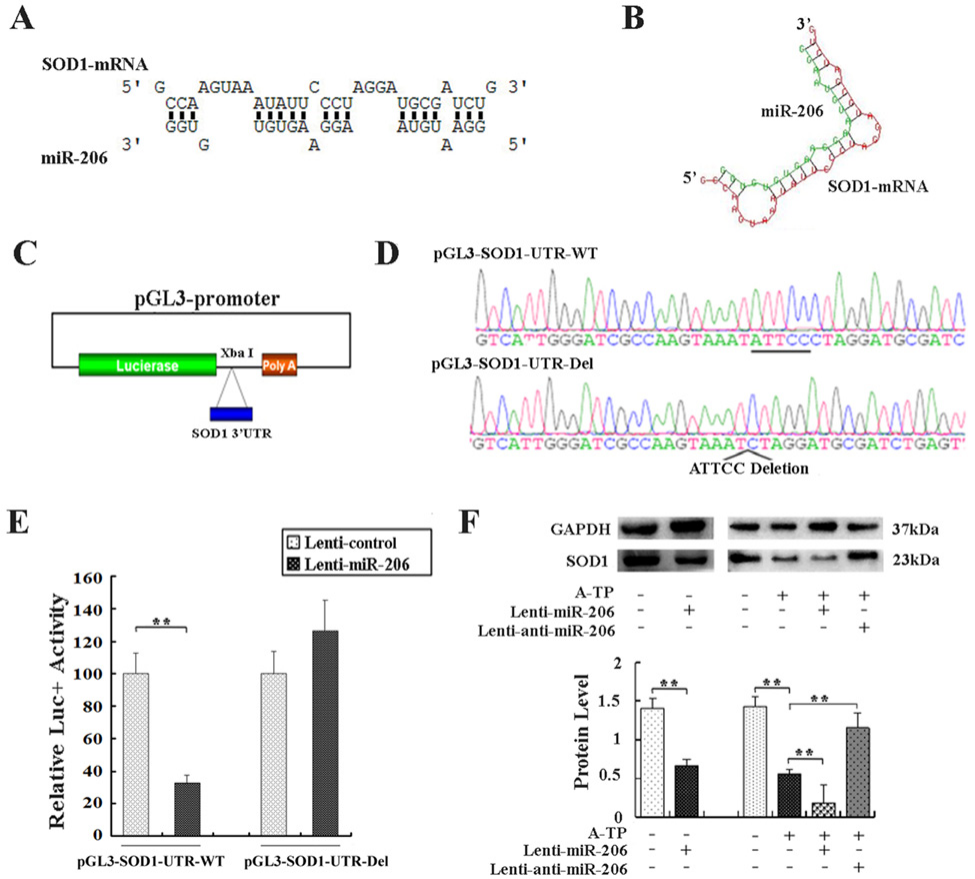
SOD1 was a direct target of miR-206. (A) Putative miR-206-binding sequences in the 3’UTR of SOD1 mRNA, identified by RNAhybrid 2.2. (B) The predicted miR-206-SOD1 binding structure, identified by RNAhybrid 2.2. (C) Schematic diagram of constructed vectors. The 3’UTR region of SOD1 was cloned downstream of the luciferase reporter gene (pGL3-promoter vector). (D) The sequence of the luciferase vector in pGL3-SOD1-UTR-WT and pGL3-SOD1-UTR-Del. (E) Primary canine myocardial cells were transfected with *Firefly* luciferase expression vectors with pGL3-SOD1-UTR. Luciferase activity was assayed 24 h after transfection. The *Firefly* luciferase activity of each sample was normalized to *Renilla* luciferase activity. The normalized luciferase activity of the cells transfected with the control lentivirus was set as 100% relative luciferase activity. The column graphs show the means of at least three independent experiments performed in duplicate. (F) Tissues of the LSFPs were collected in each group. SOD1, and internal standard GAPDH protein levels were detected as above. Western blot bands were normalized to GAPDH. **P < 0.01.

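The SOD1 transcript was about 2-fold lower in the fat pads of the lenti-miR-206 pool than in those of the lenti-control pool. SOD1, the copper and zinc superoxide dismutase, was read by 2 probe sets in the selection. Both are annotated to the SOD1 reference sequence that the paper gives for its RNAi. The brighter probe set had a log2 intensity of 11.88 in the lenti-control pool and 10.77 in the lenti-miR-206 pool, a log2 difference of -1.11, which leaves 46.4% of the lenti-control level. The other probe set had 10.98 and 9.77, a log2 difference of -1.20 and 43.5% of the lenti-control level. These are levels of mRNA on the arrays and not of protein. Of 32 antioxidant enzymes, 3 were in the selection: besides SOD1, the mitochondrial superoxide dismutase SOD2 was 2.32-fold higher and MSRA, which repairs oxidized methionine, was 2.27-fold higher, and relative to the GAPDH controls both turn lower with these probe sets but not with their others, whose log2 differences were 1.51 for SOD2 and 1.67 for MSRA. Of 24 enzymes that produce ROS, 3 were in the selection. CYBB, the catalytic subunit of the NADPH oxidase of phagocytes, was 2.08-fold higher, turning lower relative to the GAPDH controls, and NOS2 and MAOA were 2.01-fold and 2.02-fold lower, turning higher relative to the spike-in controls. Of 30 genes listed as miR-206 targets from this paper and general knowledge, SOD1 and TKT, the transketolase of the pentose phosphate pathway, were in the selection, and TKT had a log2 difference of -2.20. HMGB3, HIF1A and FHL1 are not analysed here. In the same arrays the adipocyte genes were lower and the cardiomyocyte genes higher. The decrease of SOD1 has no replicate check, and it was about as large as that of the spike-in controls: relative to their median the log2 difference of the brighter probe set was -0.030, and relative to the GAPDH controls it was -2.41.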

*In vivo* results from Western blot analysis showed that forced expression of miR-206 repressed the expression of SOD1 to approximately 48% of that in the lenti-control group (*P* < 0.01, Fig 4F). The protein level of SOD1 in A-TP dogs was downregulated to approximately 39% of that in the lenti-control group (*P* < 0.01), and the level of SOD1 in the A-TP plus lenti-miR-206 group decreased to approximately 34% of that in the A-TP tissues (*P* < 0.01). However, the downregulation was efficiently abolished by lenti-anti-miR-206 infection, which increased to ~2.1-fold of that in the A-TP tissues (*P* < 0.01).

#### 3.2.4 miR-206 Regulated ROS via SOD1

*In vitro*, canine myocardial cells were infected with lenti-control, lenti-miR-206 or lenti-anti-miR-206 to determine whether miR-206 affected ROS levels. At 48 h after lentivirus infection, the ROS levels in the cells were measured. Infection of lenti-miR-206 increased the baseline level of cellular ROS by ~ 2-fold (*P* < 0.01, Fig 5A and 5C). To induce cellular ROS, cells were exposed to 10 Gy of X-ray irradiation. The infection of lenti-anti-miR-206 significantly reduced the level of radiation-induced ROS to approximately 50% of that in the lenti-control group (*P* < 0.01, Fig 5B and 5C).

**Fig 5:**
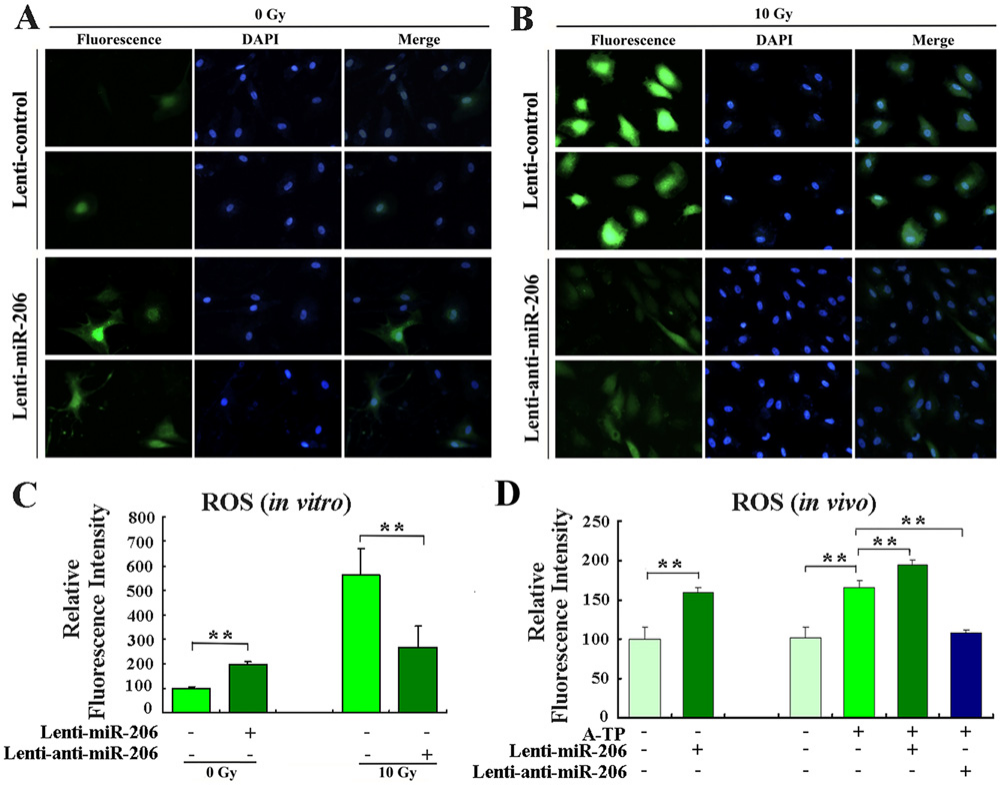
miR-206 regulated ROS levels *in vitro* and *in vivo*. (A) Determination of ROS baseline levels of primary canine myocardial cells infected or not with lenti-miR-206. (B) To induce ROS, cells infected or not with lenti-anti-miR-206 exposed to 10 Gy of X-ray irradiation. Forty-eight hours after infection, the ROS levels were determined using the ROS-sensitive dye 2’,7’-dichlorofluorescein diacetate (DCF-DA). Fluorescent signals, reflecting the concentration of ROS, were measured by a fluorescence microscope under the same conditions. (C) Relative ROS levels in indicated groups of cells, as calculated by Image J analysis software (MD, USA). The normalized fluorescent signals of the cells infected with the control lentivirus were set as 100. (D) ROS levels were determined using DCF-DA in tissues. Dogs were injected with control lentivirus or the miR-206-overexpressing lentivirus. Two weeks after infection, the ROS levels in fresh tissues were measured. The level of DCF fluorescence was measured at 488 nm using a 96-well plate reader. **P < 0.01.

*In vivo*, similar results were obtained. The ROS level of lenti-miR-206-infected dogs was ~ 1.6-fold of the lenti-control dogs (*P* < 0.01, Fig 5D). The ROS level was obviously higher in the A-TP group than that in the lenti-control dogs (*P* < 0.01). Additionally, the level of ROS was significantly increased in the A-TP in combination with lenti-miR-206 group compared to the A-TP dogs (*P* < 0.01), and it was efficiently reversed by infection with lenti-anti-miR-206 (*P* < 0.01). Taken together, these results indicated that miR-206 upregulated the level of ROS by suppressing SOD1 expression.

Our data suggested that overexpression of miR-206 induced an ROS increase and that SOD1 was a direct target of miR-206. Thus, we were interested to determine whether miR-206 regulated ROS by mediating SOD1. Lentivirus targeting-SOD1 was constructed and could silence the expression of SOD1 to approximately 36% in myocardial cells (*P* < 0.01, Fig 6A). SOD1 knockdown by lenti-RNAi-SOD1 infection in myocardial cells resulted in upregulation of ROS levels to approximately 1.4-fold (*P* < 0.05, Fig 6B and 6C). However, the ROS levels were showed no significant difference between the group of SOD1 knockdown and the group of co-infection of lenti-RNAi-SOD1 and lenti-anti-miR-206 in myocardial cells (*P* > 0.05, Fig 6B and 6C). In addition, lenti-anti-miR-206-mediated ROS reduction was reversed by SOD1 silencing, which verified that miR-206 regulated ROS levels by target-SOD1.

**Fig 6:**
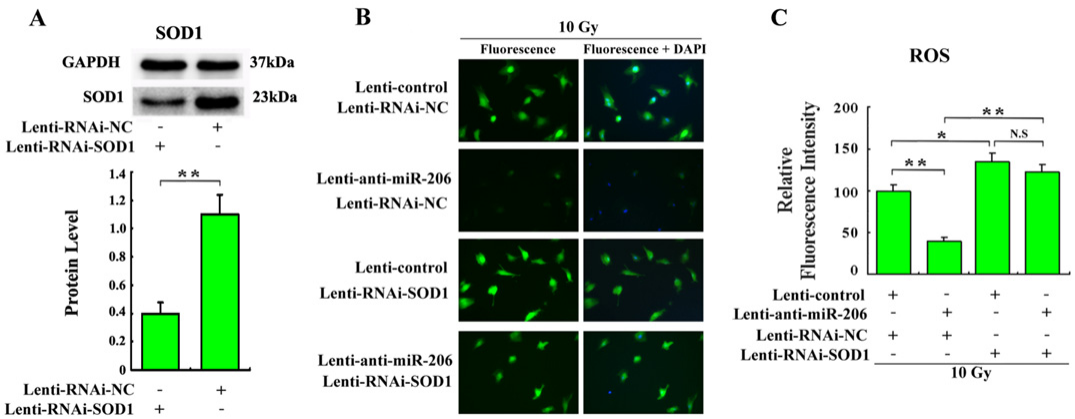
miR-206 regulated ROS via SOD1 in canine primary myocardial cells. (A) The canine myocardial cells were infected with lenti-RNAi-NC or lenti-RNAi-SOD1. 48 h after infection, cells were collected and SOD1 and internal standard GAPDH protein levels were detected by Western blot. **P < 0.01. (B) Determination of ROS levels of canine primary myocardial cells infected with indicated lentiviruses. Cells were infected with lenti-control, lenti-RNAi-NC, lenti-anti-miR-206 or lenti-RNAi-SOD1. To induce ROS, cells were exposed to 10 Gy X-ray irradiation. 48 h after infection, the ROS levels were determined. Representative images in each group by a fluorescence microscope were under the same condition. (C) Relative ROS levels in indicated groups were calculated. * *P* < 0.05, ** *P* < 0.01 and N.S: not statistically significant.

## Discussion

In the present study, we found that multiple miRNAs were related to AF induced by A-TP in dogs. Of the identified miRNAs, we focused on miR-206, which was significantly upregulated in A-TP dogs. It was shown that the AERP was significantly shortened, and the inducibility of AF had an obvious tendency to increase by A-TP and miR-206 upregulation. The mean nerve density in the LSFPs was increased by A-TP, and overexpression of miR-206 enhanced nervous hyperinnervation, while anti-miR-206 exerted exactly the opposite effect. Forced expression of miR-206 could boost ROS levels by downregulation of SOD1 *in vitro* and *in vivo*. Taken together, these results demonstrated that the overexpression of miR-206 promoted ANR by targeting SOD1 and production of ROS.

Various miRNAs have been reported to be closely related to AF [24–26]. In previous studies, arrhythmogenic miRNAs, including miR-1, miR-21, miR-133, miR-590, miR-328, etc., were found to participate in different mechanisms of AF [14, 21, 24–26]. Among these miRNAs, the regulation of miR-1, miR-133 and miR-328 contributes to electrical remodeling in AF, whereas miR-21 and miR-590 contributed to structural remodeling in AF. To search for miRNAs that might be involved in the progression of ANR induced by A-TP in dogs, differentially expressed miRNAs were obtained by miRNA sequencing. The results of the miRNA expression profile suggested that plenty of miRNAs might be involved in AF. Our result was primarily consistent with the prior studies in the development of heart disease, including miR-137, miR-21, miR-208b, miR-451, miR-124, and so on [24, 27–30]. In particular, the expression of miR-206 was significantly upregulated in the A-TP model. miR-206 has exhibited its regulation of fibroblast growth factor, Hmgb3 and HIF-1α/Fhl-1 pathways in amyotrophic lateral sclerosis, muscle regeneration and pulmonary hypertension, respectively [31–33]. miR-206 has also been found to accelerate nerve regeneration [34]. Therefore, miR-206 was possible to be involved in the occurrence and development of AF. Our results extend the roles of miR-206 on ANR in AF.

In the early period of AF, characteristic changes in the AERP and a loss of rate adaptation occur. Recently, the abnormal expression of miRNAs has attracted the interest regarding the molecular mechanism of underlying cardiac electrophysiological properties, including these AERP changes and vulnerability to AF [21]. The AERP was significantly shortened by A-TP or overexpression of miR-206 in the present work. Although the inducibility of AF by miR-206 was not significantly different, it suggested that the role of overexpression of miR-206 had a tendency toward increasing AF inducibility.

Recent evidence has shown that dogs with AF undergo heterogeneous changes in atrial sympathetic innervation [2, 35]. Similarly, significant parasympathetic nerve remodeling has also been demonstrated in the right and left atria in canine models of AF induced by 48 h of right atrial pacing [3]. The present study showed that AF induced by sustained A-TP was accompanied by sympathetic and vagus hyperinnervation in the SLGPs by nerve indicators PGP9.5, TH and ChAT. Nerve remodeling in GPs might be a more important cause of the initiation and maintenance of AF than that in other part of the atrium. Changes of the level of miR-206, which is preferentially expressed in muscles and nerves, were accompanied by nerve proliferation, including of the central and peripheral nerves. In the period after acute spinal cord injury and sciatic nerve transection injury, miR-206 was significantly upregulated [15, 36]. In our study, forced overexpression of miR-206 increased the densities of the sympathetic and parasympathetic nerves, indicating that miR-206 promoted nerve remodeling. It was speculated that upregulation of miR-206 in all of the FPs tissues might boost ANR in AF by directly regulating its target SOD1 and other pathways.

Previous report suggested that, SOD1 was a target of miR-206 and the mutant of SOD1 induced the nerve remodeling [37]. Notably, the context of this study was the observation that SOD1 was a downstream effector of miR-206. SOD1 contributes to approximately 70–80% of cellular SOD activity, and it plays a pivotal role in the modulation of sympathetic nerve activity [38]. SOD1 overexpression was shown to attenuate excessive nervous activation in the nervous system and in myocardial remodeling in a previous report [39]. We found that SOD1, as a direct target of miR-206, was attenuated by overexpression of miR-206 or intervention of A-TP. Moreover, the effect of miR-206 in ROS regulation was mediated by SOD1. Numerous studies have demonstrated that SOD1 is crucial in the elimination of cellular ROS including H_2_O_2_, O_2_- and^.^ OH from metabolites [40]. Experimental and clinical studies have suggested that ROS play a role not only as triggers of AF but also as factors maintaining cardiac arrhythmia once AF has developed [41–43]. Several pathways seem to be implicated in ROS overproduction, ultimately leading to enhanced vulnerability to AF. ROS have been found to increase neuronal differentiation in PC12 cells in neurogenesis [44, 45]. Furthermore, Numb-interacting protein 1, a novel intrinsic regulator of neuronal cell fate, guided neuronal development through ROS generation [46]. These evidences indicated that ROS induced neurogenesis and promoted neuronal cell development. In the present study, the dysregulation of miR-206 in local tissues might have resulted in the changes in surrounding ROS levels by intercellular transport, which could distribute ROS to adjacent nervous cells and affect these cells. Consequently, the overexpression of miR-206 might promote ROS generation by reducing the expression of the antioxidant SOD1 protein, potentially inducing nerve remodeling in SLGPs.

Our experiments also had limitation. A total of 16 differentially expressed miRNAs were identified by miRNA expression profiling in the present study, but we only focused on the function of miR-206. Although the results support a role of miR-206 in these biological processes, the possibility of other functional miRNAs could not be excluded.

In conclusion, our results showed that multiple miRNAs were differentially expressed in response to ANR in AF. miR-206 overexpression induced cardiac ANR and the changes of electrophysiological properties to facilitate AF. The underlying mechanism was that miR-206 increased the production of ROS by targeting SOD1. Thus, this study provided a detailed characterization of the effects of miRNAs on ANR, and it suggested a potential therapeutic target for AF.

How the deposited data were processed for this re-analysis (not part of the article)

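The data are the values of 2 Affymetrix canine expression arrays, 1 for the lenti-control and 1 for the lenti-miR-206 group of the in vivo study. Each array holds pooled RNA of 3 dogs, taken from the left superior fat pads 2 weeks after infection. Conditions were taken from the sample labels and the paper's description of the groups, and the absence of A-TP was inferred from labels that do not mention it. The miRNA sequencing, qRT-PCR, immunohistochemistry, Western blot, luciferase and ROS measurements of the paper are not analysed here.

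The authors deposited log2 intensities made with RMA, as their processing notes name it. The version, the software, the genome build and the arrays that were normalized together are not given in the sources used here. The table lists 1628 probe sets and 19 controls with log2 values from 2.95 to 14.3. All of them differ between the arrays by a log2 value of at least 1.00, as read from the values. Probe sets with smaller differences are not analysed here, so the number of genes that did not differ is unknown, the median of all differences is no estimate of an unchanged gene, and a list's median covers only its members past 2-fold. RMA normalizes the arrays on the assumption that most transcripts are alike in both, and it compresses the differences of dim and very bright probe sets. No detection calls were used, so a low value can be background. The files hold no count, and the precision is limited by the single array in each group.

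From these values the log2 difference (lenti-miR-206 minus lenti-control) and its size as a fold were computed for each probe set with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and drawn with matplotlib 3.10.9. Genes were named through the platform annotation, and symbols were updated through Entrez identifiers with the NCBI gene table of the dog assembly UU_Cfam_GSD_1.0. This matched 1104 probe sets, and 80 kept the symbol of the platform annotation. No coordinates are printed, because no build is named for the array values. The 636 probe sets with the suffix s_at or x_at can hybridize to several transcripts, so their values may mix related genes. Of 269 genes with more than 1 probe set in the table, only DTNA had probe sets with opposite directions. Probe sets of these genes with smaller differences are outside the table, so the agreement may be overstated.

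Before the data were examined, 35 gene lists, the rule for naming genes and the alternatives were fixed. The rule names the genes that the paper names, the 15 genes with the largest increase and the 15 with the largest decrease among those whose higher value was at or above the median of all values (7.21), and up to 3 members at each end of each list described. Genes outside this rule are marked as chosen after their values were seen. A gene with several probe sets was represented by the one with the highest mean. For the 8 lists with at least 5 genes in the selection, the median was compared with 10000 random lists of the same size from the 823 named genes, matched on mean intensity in 20 bins. This was tested on simulated data made from the same 823 genes. Of 40 lists of 10 genes planted as lower, 40 fell outside the middle 95% of the random lists, and of 40 lists without a planted direction, 3 did. Of 40 lists whose members were only set to higher values, 3 did, because 75.1% of the probe sets are higher, and of 40 lists raised by a further log2 difference of 1, 40 did.

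No test between the groups was made, since there is 1 array per group. The alternatives were the mean of all probe sets of a gene, leaving out dim probe sets, leaving out s_at and x_at probe sets, a threshold of 3-fold and random lists without matching. Differences taken from the spike-in controls or from the GAPDH controls were added after the data were seen. Centring on the median of all probe sets, loess and quantile normalization, and a threshold from the spread of all differences, were not run, because each needs the probe sets with small differences. A threshold of 1.5-fold gives no more probe sets than the table holds. Sites for the miR-206 seed were not searched, because no transcript sequences were used here.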

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

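The paper does not report on these arrays, and the results below stand out from them for that reason. The list medians and their percentiles were set before the data were examined, and the tests of explanations in this part were chosen after the results were seen.

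The median log2 difference of the cardiomyocyte and sarcomere genes was 1.67 and that of the adipocyte genes -1.57. A shift of every probe set in the scaling of the whole array would act alike on all lists from this table. The medians lay 3.25 apart, against at most 2.68 among 10000 pairs of random lists from the same selection, matched on intensity. This argues against such a shift as the cause of the gap between these lists. A shift moves both medians alike and leaves the gap as it is. The gap therefore does not show whether the arrays were also shifted. More heart muscle cells diluting every other cell type stays open. Among the listed genes in the selection, 6 of 6 for fibroblasts and collagen matrix were lower, with a median of -1.33. Also lower were 3 of 3 genes for glia, 5 of 6 for neurons in general and the endothelial gene MMRN1. The lenti-miR-206 value of MMRN1, 4.57, is not shown to be above background. Macrophage, phagocyte and sympathetic neuron genes went both ways: LYZ (1.13), CYBB (1.06) and HAND2 (1.94) were higher, and SPP1 (-1.02), CHGB and MAOA were lower. LYZ (-0.18) and CYBB (-0.25) turn lower relative to the GAPDH controls. SPP1 (0.056) and MAOA (0.059) turn higher relative to the spike-in controls. The split of the macrophage and phagocyte genes therefore depends on the reference, while HAND2 and CHGB keep their directions with both. HAND2 is the only higher gene among the selected sympathetic neuron genes. Whether its signal comes from neurons or from heart tissue was not tested, so the split of this list does not decide. The 5 listed smooth muscle genes in the selection were higher, with a median 3.14 above that of the adipocyte genes, but they are few. Heart muscle also expresses DES and KCNJ8 among them. More heart wall, vessels included, and less fat in the pooled tissue is another candidate explanation. The respiratory chain is abundant in heart muscle, and all 13 selected genes of its list of 30 were higher, with a median of 1.37. However, 75.1% of all selected probe sets were higher, and this median lay at a percentile of 89.7 among random lists. It also leaves out selected chain genes outside the list, so this does not decide. For the RNA of its control and A-TP dogs the paper states that fat was removed as far as possible. It does not state this for the dogs given lentivirus. With 1 array per group, an effect of miR-206 overexpression itself cannot be told apart from a difference between the pieces of tissue or the dogs that were pooled.

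The genes expressed by neurons in general had a median log2 difference of -2.28 in the comparison in which the paper reports higher nerve densities. A shift of every probe set would act alike on random lists from the same selection, matched on intensity, and the lowest median of 10000 such lists was -2.05, but 4 of the 6 genes have lenti-miR-206 values near the lowest of the table, only STMN2 (lower) and MAP1B (higher, turning lower relative to the GAPDH controls) are left without dim probe sets, and without s_at and x_at probe sets (4 genes) the median lay at a percentile of 0.21, so such a shift stays open. Less ganglion in the pooled tissue could lower the neuronal transcripts and would lower those of glia too. All 3 glia genes in the selection were lower, but S100B, PMP22 and MAL are also expressed outside glia, so this does not decide. A change in transcript levels within neurons, with or without a change in the number of fibres, was not tested.

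The log2 difference of SOD1, -1.11, was close to the median of the listed bacterial spike-in controls, -1.08. Of the selected probe sets 405 were lower and 1223 higher. RMA can set this balance by normalizing arrays to each other, and which arrays were normalized together is not given. The balance therefore does not show whether the RNA of the sample and the spike-in controls were shifted against each other. A smaller share of fat and ganglion in the pooled tissue may also lower SOD1. Its difference lay 0.47 above the adipocyte median, within the SD of the adipocyte genes of 1.40, and the arrays give no level of SOD1 for each cell type, so this cannot be told apart from an effect of miR-206 on the transcript. What lowered the spike-in controls stays open.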

How the results depend on the processing

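The alternatives were fixed before the data were examined, except for the spike-in and GAPDH references, which were chosen after seeing the data. Taking the mean of all probe sets of a gene, leaving out dim probe sets or leaving out s_at and x_at probe sets left each list median that could be computed with the same sign. Drawing random lists without matching cannot change a median, only its percentile. The percentile moved from 4.91 to 0.61 for collagen matrix and from 8.32 to 3.84 for complement genes. For respiratory chain genes it moved from 89.7 to 93.0 and for smooth muscle genes from 94.4 to 93.2. The pan-neuronal median moved from -2.28 to -1.56 (4 genes) without s_at and x_at probe sets, and no other median moved by over 1.5-fold under these settings. With 2 genes left, the pan-neuronal median was not computed without dim probe sets, where STMN2 was lower and MAP1B higher (lower relative to GAPDH), nor were the complement and immediate early medians without s_at and x_at probe sets. SOD1 had a log2 difference of -1.20 without its s_at probe set, -0.030 relative to the spike-in median and -2.41 relative to the GAPDH median. The count of 1223 higher probe sets became 798 without dim probe sets, 399 at 3-fold and 79 that were still at least 2-fold higher relative to GAPDH. The count of 405 lower ones became 278 without dim probe sets, 140 at 3-fold and 60 that were still at least 2-fold lower relative to the spike-in controls. Relative to the spike-in and to the GAPDH median, in that order, the list medians were 2.75 and 0.37 for cardiomyocyte, 2.45 and 0.064 for respiratory chain, 2.64 and 0.26 for smooth muscle, -0.25 and -2.64 for collagen matrix, -0.12 and -2.50 for complement, -0.31 and -2.69 for immediate early, -0.50 and -2.88 for adipocyte, and -1.20 and -3.58 for pan-neuronal genes. None of the 8 medians changed sign, but 6 of the 13 listed respiratory chain genes in the selection turn lower relative to GAPDH. Of the chain genes outside the list named above, NDUFA13 and UQCRQ turn lower too and NDUFV3 does not. Among others, named after their values were seen, NDUFA6, NDUFB11, NDUFC1, NDUFS3, UQCR10, UQCR11 and ATP5J2 turn lower, and NDUFAB1 and ATP5MC1 do not. More of these unlisted genes turn lower than keep their direction. The positive respiratory chain median relative to GAPDH therefore holds for the list only, and the median of a wider list was not computed. Both control sets had passed the 2-fold selection, which limits them as references, and no detection calls were used. GAPDH is also not shown to be unchanged between the pools, since other glycolysis genes were higher with it. These shifts follow from the reference value itself, as the same amount is taken from every gene. Median centring, loess and quantile normalization, the 1.5-fold threshold, the threshold by intensity bin and the seed site comparison were not run.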

Other observations

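Most of the neuronal transcripts in the selection were lower in the lenti-miR-206 pool. Of 24 genes expressed by neurons in general, 6 were in the selection and 5 of them were lower, 4.85-fold at the median; without s_at and x_at probe sets 4 genes were left, with a median log2 difference of -1.56. SNAP25, a protein of synaptic vesicle fusion, was 11.5-fold lower, the neurofilament gene NEFL 6.13-fold lower and STMN2, a regulator of microtubules, 5.90-fold lower (9.76-fold with its other probe set), while MAP1B was 2.36-fold higher, turning lower relative to the GAPDH controls. NEFM and GAP43, named after their values were seen, were 3.98-fold and 2.20-fold lower. Of 18 genes of sympathetic neurons, 3 were in the selection: CHGB, a protein of secretory granules, was 21.6-fold lower with its brightest probe set and 7.06-fold and 5.40-fold lower with its others, MAOA was lower as well, and HAND2 was 3.83-fold higher. Of 21 genes of axon growth, all 4 in the selection were lower, including STMN2, GAP43, the neuropeptide GAL (4.23-fold) and JUN (2.44-fold). The neurotrophin receptor NTRK2, the only one of 19 genes of its list in the selection, was 2.06-fold lower, turning higher relative to the spike-in controls but not with its other probe set, at 2.58-fold lower. Of 19 genes of Schwann cells and satellite glia, S100B, MAL and PMP22 were 7.77-fold, 2.73-fold and 2.29-fold lower, and fat cells also express S100B, whose other probe set was 2.29-fold lower. The lenti-miR-206 values of NEFM, SNAP25, CHGB, NEFL and GAP43, 3.30, 3.45, 3.84, 4.31 and 4.41, were near the lowest log2 value of the table, 2.95, and are not shown to be above background, so the folds of these genes are uncertain. These are RNA levels in whole tissue and not areas of stained nerve, and UCHL1 (PGP9.5), TH and CHAT are not analysed here.

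Several other lists had all their selected genes in the same direction. They are not separate from the lists above: RYR2 is also on the cardiomyocyte list and JUN on the axon growth list. Whether these lists changed apart from the shares of muscle and fat in the tissue was not tested. From the list of 29 genes of fibroblasts and the collagen matrix, 6 were in the selection and all 6 were lower in the lenti-miR-206 pool. Among them were thrombospondin 1 (THBS1) with 4.03-fold (2.17-fold with its other probe set), fibronectin (FN1) with 2.68-fold and the collagen COL1A2 with 2.55-fold. Selected matrix genes outside the list went both ways. FBN2 and FBLN1, named after their values were seen, were 5.05-fold higher and 2.35-fold lower. Among 21 complement and acute phase genes, 5 were in the selection and all 5 were lower, with a median log2 difference of -1.19. They included C3 (2.96-fold), SAA1 (2.33-fold) and the protease C1S (2.29-fold), and 1 of the 5 turns higher relative to the spike-in controls. Among 26 immediate early genes, 5 were in the selection and all 5 were lower, with a median log2 difference of -1.38. FOS, NR4A1 and EGR1 were 5.86-fold, 2.89-fold and 2.61-fold lower. Against random lists matched on intensity, these medians lay at percentiles of 4.91, 8.32 and 1.38. The chemokines CXCL14 and CCL2 were 10.7-fold and 2.40-fold lower. Among 23 atrial ion channel and gap junction genes, the connexin GJA5, the calcium pump ATP2A2 and the ryanodine receptor RYR2 were 2.52-fold, 2.79-fold and 3.39-fold higher, and ATP2A2 turns lower relative to GAPDH with its other probe set. KCNIP2, a subunit of the transient outward potassium channel, was 6.22-fold higher.

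All 4 genes of the heat shock and unfolded protein response list in the selection were higher, with BAG3 at 2.81-fold and the small heat shock genes HSPB1 and HSPB8 at 2.30-fold and 2.19-fold, and 3 of the 4 turn lower relative to the GAPDH controls, although HSPB8 stays higher with another probe set, at 3.08-fold. HSPB7, outside that list, was 7.44-fold higher. The skeletal muscle genes ACTA1 and TNNT1 were 3.34-fold and 4.39-fold higher, and heart muscle also expresses ACTA1. CDK1, the only gene of the cell cycle list in the selection, was 3.19-fold higher. Of the hypoxia genes, ANKRD37 and PGK1 were 2.30-fold and 2.28-fold higher and ANGPTL4 was 2.11-fold lower, and all 3 turn relative to one of the control sets. Among the macrophage genes LYZ was 2.19-fold higher, turning lower relative to GAPDH, and SPP1 was 2.03-fold lower, turning higher relative to the spike-in controls. MMRN1 was 2.22-fold lower among the endothelial genes. The lenti-miR-206 value of MMRN1, 4.57, was near the lowest of the table and is not shown to be above background, so its fold is uncertain. RPL6, the only gene of the ribosomal protein list in the selection, was 2.03-fold lower, turning higher relative to the spike-in controls. The listed reference genes HPRT1 and PGK1 were 2.23-fold and 2.28-fold higher, both turning lower relative to GAPDH. RPS12 and GUSB, outside these lists and named after their values were seen, were 3.65-fold and 2.29-fold lower. Neither turns relative to the control sets. In all, 10 of the 35 lists had no member in the selection: the stained nerve markers, cholinergic neurons, axon guidance, mesothelium, T and NK cells, B and plasma cells, neutrophils and mast cells, erythrocytes, interferon-stimulated genes and antigen presentation.

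UCP1 and CIDEA, both known from brown fat, went in opposite directions, with log2 differences of 2.07 and -2.87. The differences of EIF2S3 and PTPN2 rest on 1 probe set each. The control probe set at the 3′ end of GAPDH exceeded one at its 5′ end by a log2 value of 0.70 on the lenti-control array and 0.43 on the lenti-miR-206 array. This is a measure of RNA integrity and labelling that differed between the arrays. Another 5′ probe set of GAPDH was dimmer, with log2 values of 10.67 and 12.04 against 12.01 and 13.16 for the 3′ probe set. The actin control probe set had a log2 difference of 1.41.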
